A study of Homo sapiens with 12 samples. Its data were reported in "KAP1 negatively regulates RNA polymerase II elongation kinetics to activate signal-induced transcription" (2024).

How the data were processed

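RNA-Seq was done on HCT116 KAP1-dTAG cells, a human colorectal carcinoma line in which KAP1 (the protein encoded by TRIM28) carries a degradation tag. The small molecule dTAG brings the tagged protein to the cell's ubiquitin ligase machinery, so that the protein is removed while its gene and transcript are left in place. Cells were kept without serum for 48 h, and dTAG or its solvent DMSO was present for the last 8 h before serum was or was not given for 30 min. Per the labels, the 12 libraries fall into 4 groups of 3, named here DMSO-S0, DMSO-S30, dTAG-S0 and dTAG-S30 (S0, no serum; S30, 30 min of serum). RNA was depleted of ribosomal RNA and a fixed amount of ERCC spike-in RNA (synthetic transcripts of known sequence) was added to each sample before the libraries were made.

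The authors trimmed the reads, mapped them to hg38 with STAR and the spike-ins to the manufacturer's sequences, and counted them with featureCounts over whole genes, introns included, for protein-coding genes. The deposited values are raw read counts per gene and per ERCC transcript, with no normalization, and the same table gives each gene's position and length in bp. Counting introns adds unspliced RNA to each value, which weighs more in long genes and in genes whose transcription has just begun. Whether reads were assigned by strand, and how reads that map to several places or to overlapping genes were treated, is not given in the methods text, so a value for a gene that overlaps another may hold reads from both. Duplicate reads cannot be told from separate molecules in such counts, so the precision given below for counts covers counting error together with the spread between libraries, and not amplification.

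The table held 19901 genes and 92 ERCC transcripts, and 19802 of the gene identifiers had a symbol. Columns were assigned to samples by name, and no per-sample column was left unused. Start positions in the table are counted from 0 and are given here from 1. Gene models overlapping the genes named here and GC content were taken from GENCODE v44, which is not known to be the annotation the authors used. GC content was that of the longest transcript of each gene, without introns, although the counts include introns. Gene length for the trends was the whole span given in the deposited table. GC content was available for 99.8% of the genes tested. Genes with at least 10 counts in at least 6 of the 12 libraries were tested (13093 genes), 6808 genes were left out by this filter, and 69 ERCC transcripts passed it.

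Counts were scaled by the upper quartile of each library, and 1 factor of unwanted variation was estimated from the ERCC transcripts by the RUVg algorithm, computed directly as the first singular vector of the centred log counts of the spike-ins. The number of factors the authors used is not given in the methods text, and the scripts the study deposited elsewhere were not used here. All 4 groups and the factor were fitted together in edgeR 4.0.16 under R 4.3.3 with the quasi-likelihood F-test, which is two-sided, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene is called changed at an adjusted p under 0.05. The comparisons were serum against none in DMSO-treated cells and in dTAG-treated cells, dTAG against DMSO without serum and with serum, and the interaction, which is the difference between the serum effects in the 2 treatments. Normalised CPM are counts relative to the scaled library size, given as mean ± SD of 3 libraries. The principal component analysis and the values per library used log2 CPM with a prior count of 2.

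Immediate early genes (IEGs) were defined as in the study, as genes with a log2 fold change of at least 1, 2, 3 or 4 and an adjusted p under 0.05 between DMSO-S30 and DMSO-S0. These nested clusters are called 2-fold, 4-fold, 8-fold and 16-fold IEGs, and genes that changed less than 1.4-fold in either direction are called non-DE genes. For each cluster the median of the fitted log2 fold changes was taken, and also the median in each dTAG library relative to the mean of the 3 DMSO libraries, with an exact two-sided permutation test over the 20 assignments of 6 libraries, whose smallest p is 0.1. Each cluster was also tested as a set with fry and camera from limma 3.58.1, with a preset correlation between genes of 0.01 and with an estimated correlation, and the p-values were adjusted over the 12 tests of 4 clusters in 3 comparisons. Fold changes against a group in which each library held at most 3 counts are given as lower bounds, computed against 3 counts. The same libraries that select the IEGs also serve as controls, so 40 simulations with the serum effect and spread of the real libraries and no effect of dTAG were run through the same selection. The medians were also recomputed with IEGs selected in dTAG-treated cells, on the averaged serum effect, and without the DMSO replicate then used as the control. The last of these, the cross-fit selection, used log2 CPM with a prior count of 2, and the others used fitted fold changes.

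The genes named were TRIM28, the candidate IEGs FOS, ATF3, NR4A1 and EGR1 that the study measured by RT-qPCR, and the genes given by a rule. For serum in DMSO-treated cells the rule took the 5 largest rises and 3 largest falls among changed genes. For each KAP1 depletion comparison and for the interaction it took up to 3 rises and 3 falls among changed genes with a mean of at least 50 counts, and for the depletion comparisons also no overlap between the 3 dTAG and 3 DMSO libraries. This rule, the tests, the clusters, the candidate IEGs, the set of genes whose symbol begins with ZNF and most of the alternatives listed below were fixed before the data were examined. Sets for cholesterol synthesis, fatty acid synthesis, HUSH and SETDB1 partners, p53 targets, interferon-stimulated genes and the unfolded protein response were written after the depletion comparisons had been seen. All sets, the ZNF genes included, were adjusted together over 16 tests.

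The share of counts in ERCC transcripts was compared by an exact two-sided permutation test over 400 assignments within serum levels or within treatments. Alternatives were TMM scaling, upper-quartile scaling without the factor, library sizes set from the ERCC total, 2 factors, no filter beyond 1 count, at least 10 counts in 3 libraries, a fit on the 6 libraries compared, the replicate number as a block, the edgeR likelihood ratio test, DESeq2 1.42.0, fold thresholds of 1.5 and 2, the other ways to select IEGs, and leaving out each of the 12 libraries in turn. Removal of a trend with GC content and gene length, restriction to IEGs with more than 3 counts in each group, and the alternatives for the gene sets and the scaling and single-library alternatives for the ZNF genes and the ERCC share beyond those planned were added later. The fit on the 6 libraries compared kept only genes with at least 10 counts in each of them. The samples were also split in other ways, with 10 splits of each 6 libraries and 100 of the 200 possible splits for the interaction.

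The procedure was tested on simulated data with 200 genes changed 2-fold in 1 group and an unwanted factor present in genes and spike-ins. It called 197 of the 200 changed genes in the right direction (98.5%) and 14 unchanged genes, which were 6.64% of the calls, among 13038 genes. Without the factor it called 158 of the 200. This gain was built in, as the factor was planted in genes and spike-ins alike, so it does not show that the real libraries need one. In the real libraries upper-quartile scaling without the factor called more genes. Depletion called 202 against 171 without serum and 219 against 161 with serum. Library totals ranged from 20537682 to 26278707 counts, and the median biological coefficient of variation was 5.76%.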

Results

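The data were read counts per protein-coding gene from RNA-Seq of HCT116 KAP1-dTAG cells, with 3 libraries in each of 4 groups: DMSO without serum (DMSO-S0), DMSO with 30 min of serum (DMSO-S30), dTAG without serum (dTAG-S0) and dTAG with 30 min of serum (dTAG-S30). The design asked how the transcriptional response to serum differs when KAP1 has been depleted for 8 h. Total counts were 20537682, 23952197 and 21712037 in the DMSO-S0 libraries and 22998274, 25231408 and 22950801 in DMSO-S30. In dTAG-S0 they were 22826596, 24602561 and 26278707, and in dTAG-S30 24373755, 25117994 and 24378863 (replicates 1 to 3). Mitochondrial genes took 7.18% to 9.04% of the counts of genes and the 10 most abundant genes 7.19% to 8.87%, so no library was dominated by a few genes. Over the 12 pairs of replicates, Spearman's rho across genes was 0.996 to 0.998, and counts differed by 3.02 to 9.80 times the chi-square that sampling alone gives per degree of freedom, so that no pair was 1 library deposited again under another name. The labels name no batch. In a principal component analysis the first component held 61.9% of the variance and separated the 6 libraries with serum from the 6 without. The second held 7.37% and placed all 6 dTAG libraries below all 6 DMSO libraries, with dTAG-S0 replicate 2 and dTAG-S30 replicate 1 nearest to them.

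ERCC spike-ins took 9.08% ± 0.329 (SD, n = 3) of the counts in DMSO-S0, 8.43% ± 0.265 (SD, n = 3) in DMSO-S30, 8.94% ± 0.230 (SD, n = 3) in dTAG-S0 and 8.49% ± 0.495 (SD, n = 3) in dTAG-S30. The share in dTAG-treated cells was 0.996 times that in DMSO-treated cells, which was within the spread between replicates (exact permutation p = 0.81 over 400 assignments). With serum the share was 0.939 times that without (log2 -0.09, exact permutation p = 0.025), and this p rose to 0.07 without dTAG-S0 replicate 3 (log2 -0.08) and to 0.06 without dTAG-S30 replicate 1 (log2 -0.07).

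TRIM28 (ENSG00000130726.11, hg38 chromosome 19, 58544091 to 58550722, plus strand) encodes KAP1. Its level was 96.9 ± 4.74 CPM (SD, n = 3) in DMSO-S0, 115 ± 5.71 CPM (SD, n = 3) in DMSO-S30, 92.6 ± 6.27 CPM (SD, n = 3) in dTAG-S0 and 112 ± 7.87 CPM (SD, n = 3) in dTAG-S30. The log2 fold change with dTAG was -0.06 without serum (edgeR adjusted p = 0.787) and -0.04 with serum (adjusted p = 0.888), and the libraries of the 2 treatments overlapped at both serum levels. These values changed sign when 1 library was left out, to 0.00 without dTAG-S0 replicate 2 and to 0.03 without dTAG-S30 replicate 1. The degradation tag acts on the protein, so the transcript is no measure of KAP1 loss.

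The comparison of DMSO-S30 with DMSO-S0 defined the genes that respond to serum. Of 13093 genes tested, 3439 changed at an edgeR adjusted p under 0.05, of which 1202 were higher and 2237 lower. The direction of these calls depended on scaling: 35.0% were higher here, against 59.8% of 2951 genes under TMM scaling and 66.5% of 1766 genes with library sizes from the ERCC total. With upper-quartile scaling the median log2 fold change of all tested genes was -0.07, and under TMM scaling it was 0.00. Rises were larger than falls, with 512 genes higher and 232 lower by at least 1.5-fold, and 288 higher and 55 lower by at least 2-fold. In dTAG-treated cells 3203 genes changed with serum, 1190 higher and 2013 lower, and the higher share of 37.2% became 61.6% under TMM scaling and 62.5% with ERCC library sizes. At least 2-fold changes in dTAG-treated cells numbered 241 higher and 56 lower.

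The 288 genes raised at least 2-fold in DMSO-treated cells were the 2-fold IEGs, and 101, 50 and 28 of them were also 4-fold, 8-fold and 16-fold IEGs. The number of 16-fold IEGs moved most with processing, from 28 to 16 in a fit on the 6 DMSO libraries alone and to 40 with no count filter. The fit on 6 libraries also required at least 10 counts in each of them, which removes genes with fewer counts in DMSO-S0. The median log2 rise with serum was 1.59, 2.97, 4.24 and 4.94 for the 4 nested clusters. Among the clusters 9, 9, 7 and 6 genes had at most 3 counts in each DMSO-S0 library, and with these genes at their lower bounds the medians were 1.59, 2.89, 3.93 and 4.71. Of the 2-fold IEGs, 272 were also called higher in dTAG-treated cells, 221 of them by at least 2-fold, and 245 had a smaller rise there, while 20 genes reached 2-fold in dTAG-treated cells only. Across genes the serum fold changes with and without dTAG had a Pearson's r of 0.878, although genes are not independent replicates.

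The 5 largest rises by the fixed rule were NR4A3, TGFBI, ACTG2, FOS and FOSB. NR4A3 (ENSG00000119508.17, chromosome 9, 99821855 to 99866891, plus strand) went from 1.23 ± 0.0557 CPM (SD, n = 3) to 766 ± 60.4 CPM (SD, n = 3), a log2 fold change of 9.27 with a standard error (SE) of 0.145 and an edgeR adjusted p of 2.24e-26. FOSB (ENSG00000125740.13, chromosome 19, 45467995 to 45475179, plus strand) rose by 6.41 on the log2 scale (adjusted p = 1.80e-27), and it overlaps ERCC1 on the other strand. TGFBI (ENSG00000120708.16, chromosome 5, 136028895 to 136063818, plus strand) and ACTG2 (ENSG00000163017.13, chromosome 2, 73892314 to 73919865, plus strand) were at or under 3 counts in each DMSO-S0 library, and were at least 66.0-fold and at least 10.8-fold higher with serum (adjusted p = 3.62e-14 and 5.39e-08). In each of these genes all 3 DMSO-S30 libraries lay above all 3 DMSO-S0 libraries. The largest falls were in genes with few counts: PIP5K1B (ENSG00000107242.17, chromosome 9, 68705414 to 69009176, log2 -2.08, adjusted p = 0.000419), ENSG00000284041.1 (chromosome 7, 150368790 to 150396915, log2 -1.94, adjusted p = 5.14e-06) and C9orf24 (ENSG00000164972.12, chromosome 9, 34379019 to 34397832, log2 -1.82, adjusted p = 0.00879), with means of 13.3, 29.3 and 12.2 counts over the 12 libraries. Reads of PABIR1 can fall in PIP5K1B, and those of REPIN1 and ZNF775 in ENSG00000284041.1, which has no entry in GENCODE v44. C9orf24 was not past the threshold without DMSO-S30 replicate 3 (log2 -1.47, adjusted p = 0.0541), and its adjusted p ranged from 0.000196 to 0.0608 over the other alternatives.

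KAP1 depletion without serum (dTAG-S0 against DMSO-S0) changed 171 genes, 112 higher and 59 lower, at an edgeR adjusted p under 0.05, or 1.31% of the genes tested. Among them 17 were higher and 13 lower by at least 1.5-fold, and 4 higher and 1 lower by at least 2-fold. The count ranged from 76 with ERCC library sizes to 287 under the likelihood ratio test. The share of higher calls was 65.5%, against 80.3% with ERCC library sizes and 52.7% with no count filter. When 1 library was left out, 110 genes were called without dTAG-S0 replicate 3, 281 without DMSO-S30 replicate 1, 284 without dTAG-S0 replicate 2 and 295 without dTAG-S30 replicate 3. With serum (dTAG-S30 against DMSO-S30), 161 genes changed, 78 higher and 83 lower, of which 12 and 10 by at least 1.5-fold and 1 and 2 by at least 2-fold. This count was 96 without DMSO-S30 replicate 2, 96 without DMSO-S30 replicate 3, 243 without dTAG-S30 replicate 1, 244 without DMSO-S0 replicate 2 and 260 without DMSO-S0 replicate 1. It was 66 with ERCC library sizes and 406 with no count filter.

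Of the genes called in the 2 depletion comparisons, 85 were shared, 57 higher in both, 28 lower in both and 0 in opposite directions, where 2.10 shared genes would be met by chance. Of the 171 genes called without serum 164 had the same sign with serum, and of the 161 called with serum 144 had the same sign without. Across all tested genes Pearson's r between the fold changes was 0.263 and Spearman's rho 0.340, and genes are not independent replicates.

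**Figure D1:**
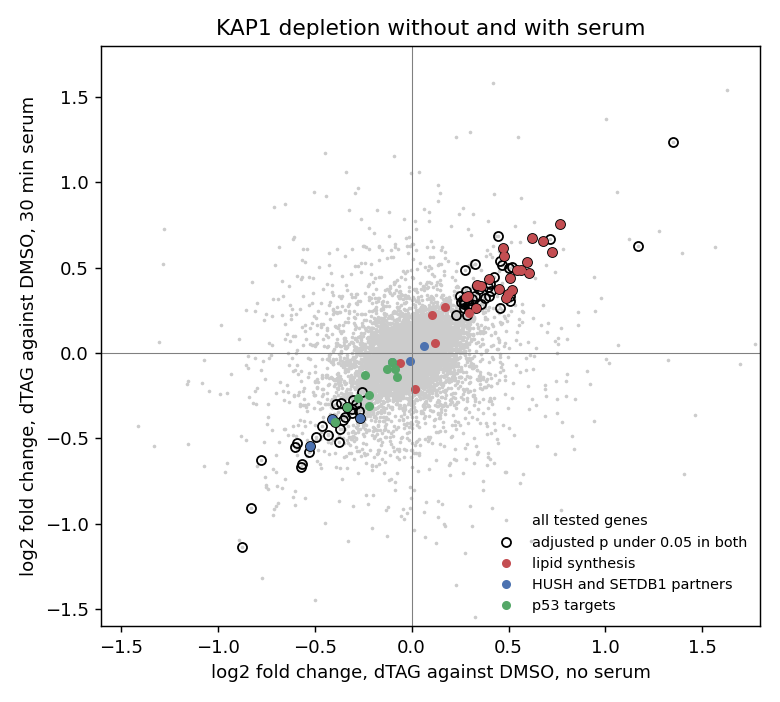
Each point is a gene, with the log2 fold change of dTAG against DMSO without serum on the x axis and with 30 min of serum on the y axis; 6 genes lie outside the axes. Open circles are the 85 genes called in both comparisons, which lie in the quadrants where both changes have the same sign, and colours mark gene sets written after the comparisons were seen.

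The largest rises without serum that met the rule were CXCL8, BIRC3 and FGFBP1. CXCL8 (ENSG00000169429.10, chromosome 4, 73740506 to 73743716, plus strand) was at 2.83 ± 0.544 CPM (SD, n = 3) in DMSO-S0 and 8.77 ± 1.37 CPM (SD, n = 3) in dTAG-S0, a log2 fold change of 1.69 (edgeR adjusted p = 2.82e-08). BIRC3 (ENSG00000023445.13, chromosome 11, 102317450 to 102339403, plus strand) rose from 7.52 ± 0.876 CPM (SD, n = 3) to 19.0 ± 1.85 CPM (SD, n = 3), with a log2 fold change of 1.35 (adjusted p = 3.77e-08). FGFBP1 (ENSG00000137440.4, chromosome 4, 15935569 to 15938740, minus strand) rose by 1.17 on the log2 scale (adjusted p = 4.43e-05). The largest falls were GPR15 (ENSG00000154165.4, chromosome 3, 98531899 to 98533150, plus strand), FJX1 (ENSG00000179431.6, chromosome 11, 35618419 to 35620868, plus strand) and NOTUM (ENSG00000185269.11, chromosome 17, 81952507 to 81961840, minus strand), with log2 fold changes of -0.88, -0.83 and -0.78 (adjusted p = 0.00383, 1.85e-05 and 0.00583). GPR15 lies within a protein-coding gene model on the other strand. In each of these 6 genes the 3 dTAG libraries did not overlap the 3 DMSO libraries.

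With serum, BIRC3 was again higher (log2 1.24, edgeR adjusted p = 4.12e-07), and FJX1 and GPR15 were lower (log2 -0.91 and -1.13, adjusted p = 4.23e-06 and 0.000112). ACSS2 (ENSG00000131069.19, chromosome 20, 34872146 to 34927962, plus strand) rose from 49.2 ± 1.81 CPM (SD, n = 3) in DMSO-S30 to 83.0 ± 7.44 CPM (SD, n = 3) in dTAG-S30, a log2 fold change of 0.76 (adjusted p = 3.88e-07). Its first bases overlap GGT7 on the other strand. PRR15 (ENSG00000176532.3, chromosome 7, 29563811 to 29567295, plus strand) rose by 0.77 on the log2 scale (adjusted p = 0.0215). It was not past the threshold without DMSO-S30 replicate 2 (0.70, adjusted p = 0.171), DMSO-S30 replicate 3 (0.62, adjusted p = 0.198) or dTAG-S30 replicate 2 (0.76, adjusted p = 0.0617). Over the other alternatives its adjusted p was 0.000582 to 0.0324. PTGS2 (ENSG00000073756.11, chromosome 1, 186671791 to 186680427, minus strand), itself raised by serum, was at 9.76 ± 0.167 CPM (SD, n = 3) in DMSO-S30 and 5.70 ± 0.569 CPM (SD, n = 3) in dTAG-S30, a log2 fold change of -0.80 (adjusted p = 0.00300). The libraries of the 2 treatments did not overlap in any of these genes.

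The question of the study was whether IEGs reach lower levels with serum when KAP1 is depleted. At S30 the cluster medians of the fitted log2 fold change, dTAG against DMSO, were -0.13, -0.17, -0.28 and -0.32 for 2-fold, 4-fold, 8-fold and 16-fold IEGs, or -8.48%, -11.1%, -17.6% and -20.1%. Of the genes in each cluster 212 of 288, 77 of 101, 46 of 50 and 26 of 28 were lower, and 29, 15, 13 and 10 were called lower. The medians taken in each dTAG library, in percent, were -8.28 ± 5.15 (SD, n = 3), -10.7 ± 6.80 (SD, n = 3), -16.0 ± 5.27 (SD, n = 3) and -18.3 ± 4.58 (SD, n = 3). All 3 dTAG libraries lay below all 3 DMSO libraries in the 2-fold, 8-fold and 16-fold clusters (exact permutation p = 0.1, the smallest this design can give), and in the 4-fold cluster they overlapped (exact permutation p = 0.2). As sets, the clusters had fry p-values adjusted over 12 tests of 0.0548, 0.0451, 0.0169 and 0.0127. The preset correlation of camera put all 4 past the threshold, of which the 8-fold and 16-fold clusters also passed with an estimated correlation (adjusted p = 0.0135 and 0.0108). None of the 4 passed with fry under ERCC library sizes or in a fit on the 6 libraries compared, where the 16-fold medians were -0.28 and -0.27 (adjusted p = 0.0751 and 0.0532, and 0.000552 to 0.0751 over its alternatives other than single libraries). Leaving out 1 library gave medians of -0.16 to -0.09, -0.24 to -0.13, -0.32 to -0.21 and -0.41 to -0.28. The 4-fold call was lost in 10 of these 12 fits, all but those without DMSO-S30 replicate 2 and dTAG-S30 replicate 3, and without each of these 2 libraries the 2-fold cluster passed as well (median -0.16 in both, adjusted p = 0.0324 and 0.0248). The non-DE genes (11763) had a median log2 fold change of 0.00, within the spread between replicates (exact permutation p = 0.7).

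Without serum the same clusters were higher in dTAG-treated cells, with medians of 0.09, 0.14, 0.23 and 0.26, or 6.44%, 10.1%, 16.9% and 19.6%. The library medians in percent were 6.38 ± 2.38 (SD, n = 3), 9.90 ± 4.26 (SD, n = 3), 11.7 ± 4.77 (SD, n = 3) and 12.1 ± 4.33 (SD, n = 3). In each cluster all 3 dTAG libraries lay above all 3 DMSO libraries (exact permutation p = 0.1, the smallest possible). None of the 4 clusters was past the threshold with fry (adjusted p = 0.110, 0.110, 0.0623 and 0.130) or with the estimated correlation of camera. All 4 were with the preset correlation of camera (adjusted p = 2.62e-10, 2.62e-10, 1.66e-10 and 0.000260), and the unadjusted fry p of the 8-fold cluster was 0.0467 (1 of 4 under 0.05). The 8-fold cluster passed without DMSO-S30 replicate 2 (median 0.22, adjusted p = 0.0310) and without DMSO-S30 replicate 3 (0.21, adjusted p = 0.0449). The 8-fold and 16-fold medians depended on how IEGs were selected. They were 0.0925 and 0.15 when IEGs were selected in dTAG-treated cells. When the DMSO replicate used as the control took no part in the selection they were 0.17 and 0.0813. The latter pair is on log2 CPM with a prior count of 2, not on fitted fold changes. On that scale the usual selection gave means over the dTAG libraries of 0.159 and 0.164. For non-DE genes the median was -0.01 (exact permutation p = 0.4).

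**Figure D2:**
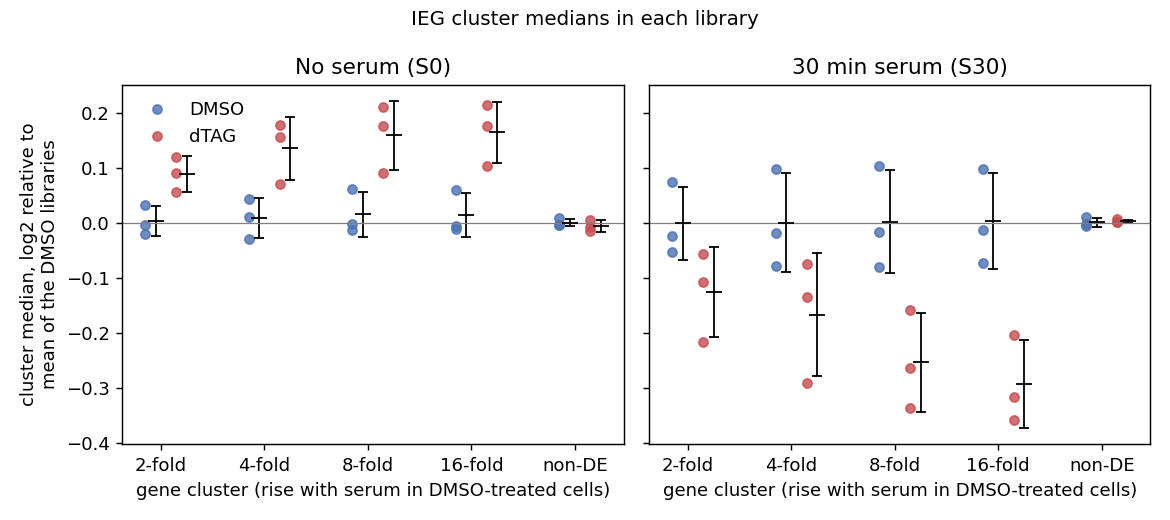
Each point is the median of an IEG cluster (x axis) in 1 library, in log2 relative to the mean of the 3 DMSO libraries (y axis), without serum on the left and with 30 min of serum on the right, and black bars are mean ± SD of 3 libraries. The dTAG libraries lie above the DMSO libraries in the 4 IEG clusters without serum and below them with serum, except that they overlap in the 4-fold cluster with serum, and the non-DE genes stay near 0.

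Whether the response to serum itself differed between treatments was tested by the interaction. Cluster medians of the log2 interaction were -0.21, -0.35, -0.45 and -0.54, or -13.4%, -21.8%, -26.9% and -31.0%, with 245 of 288, 89 of 101, 49 of 50 and 27 of 28 genes below 0. The fry p-values adjusted over 12 tests were 0.0443, 0.0443, 0.0192 and 0.0218, and all 4 clusters also passed with the preset and the estimated correlation of camera. None of the 4 passed with fry under ERCC library sizes (adjusted p = 0.189, 0.156, 0.0751 and 0.0751) or with IEGs selected in dTAG-treated cells (adjusted p = 0.135, 0.0591, 0.0590 and 0.0590). Over the alternatives other than single libraries the ranges were 0.00414 to 0.189, 0.00260 to 0.156, 0.000714 to 0.0751 and 0.000714 to 0.0751. In the 12 fits that each left out 1 library the medians were -0.24 to -0.16, -0.39 to -0.26, -0.51 to -0.40 and -0.53 to -0.41. The 8-fold and 16-fold clusters were no longer past the threshold without DMSO-S0 replicate 2 (-0.41 and -0.44), DMSO-S0 replicate 3 (-0.45 and -0.45), dTAG-S0 replicate 1 (-0.45 and -0.53) or dTAG-S0 replicate 3 (-0.41 and -0.43). The 2-fold and 4-fold clusters were not in 9 of the 12 fits, all but those without DMSO-S30 replicate 2, DMSO-S30 replicate 3 and dTAG-S30 replicate 3.

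Gene by gene, the interaction was past an adjusted p of 0.05 for 5 genes, all with a smaller rise or a loss of the rise in dTAG-treated cells, and 414 genes had an unadjusted p under 0.05 (180 higher, 234 lower). The 3 genes given by the rule were CXCL8, JUN (ENSG00000177606.6, chromosome 1, 58780788 to 58784327, minus strand) and ATF3. The other 2, ATG12 (ENSG00000145782.12, chromosome 5, 115828200 to 115841858, minus strand) and INSIG1 (ENSG00000186480.12, chromosome 7, 155297776 to 155310235, plus strand), are named because the count was 5. CXCL8 rose 13.4-fold with serum in DMSO-treated cells and 3.95-fold in dTAG-treated cells (log2 interaction -1.76, SE 0.174, edgeR adjusted p = 2.62e-06). For JUN the rises were 19.2-fold and 9.97-fold (log2 interaction -0.94, adjusted p = 0.000362), and for INSIG1 3.50-fold and 2.27-fold (-0.62, adjusted p = 0.000837). ATG12 rose 1.33-fold with serum in DMSO-treated cells and was 0.909-fold in dTAG-treated cells (-0.54, adjusted p = 0.00250), and it overlaps its neighbour AP3S1. With serum the levels of CXCL8 were 35.5 ± 1.23 CPM (SD, n = 3) in DMSO-S30 and 36.1 ± 3.77 CPM (SD, n = 3) in dTAG-S30, so the 2 treatments differed before serum and not after it. INSIG1 and JUN were also higher with dTAG before serum (log2 0.77 and 0.69, edgeR adjusted p = 2.82e-08 and 0.000116). Neither was called with serum (log2 0.15 and -0.25, adjusted p = 0.351 and 0.0956). ATF3 and ATG12 were called lower with serum (log2 -0.41 and -0.52) and were not called before it. The 5 genes were called in each of the 12 fits without 1 library, while the count in those fits reached 8 without DMSO-S0 replicate 2, DMSO-S0 replicate 3, dTAG-S0 replicate 1 or dTAG-S30 replicate 1, 11 without DMSO-S30 replicate 1 and 14 without dTAG-S30 replicate 3.

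Candidate IEGs were FOS (ENSG00000170345.9, chromosome 14, 75278774 to 75282230, plus strand), ATF3 (ENSG00000162772.16, chromosome 1, 212565334 to 212620777, plus strand), NR4A1 (ENSG00000123358.19, chromosome 12, 52022832 to 52059507, plus strand) and EGR1 (ENSG00000120738.7, chromosome 5, 138465490 to 138469315, plus strand). FOS was at 485 ± 43.9 CPM (SD, n = 3) in DMSO-S30 and 391 ± 16.9 CPM (SD, n = 3) in dTAG-S30, a log2 fold change of -0.32 (edgeR adjusted p = 0.0166) with no overlap between the libraries. It was not past the threshold without dTAG-S30 replicate 1 (-0.25, adjusted p = 0.0970) or with ERCC library sizes (-0.31, adjusted p = 0.0516), and over its alternatives other than single libraries the adjusted p was 2.78e-06 to 0.0516. ATF3 was at 1041 ± 61.0 CPM (SD, n = 3) and 783 ± 58.2 CPM (SD, n = 3), a log2 fold change of -0.41 (adjusted p = 0.000912), again with no overlap. For NR4A1 the levels were 698 ± 27.8 CPM (SD, n = 3) and 646 ± 40.2 CPM (SD, n = 3), a log2 fold change of -0.10 that was not past the threshold (adjusted p = 0.642). The NR4A1 libraries of the 2 treatments did not overlap. EGR1 was at 633 ± 44.4 CPM (SD, n = 3) and 550 ± 58.0 CPM (SD, n = 3), with overlapping libraries and a log2 fold change of -0.22 (adjusted p = 0.195). It passed without DMSO-S0 replicate 2 (-0.24, adjusted p = 0.0357), DMSO-S0 replicate 3 (-0.25, adjusted p = 0.0191) or dTAG-S30 replicate 3 (-0.27, adjusted p = 0.0361), and with no count filter (-0.22, adjusted p = 0.0126, in a range of 0.0126 to 0.490 over its alternatives other than single libraries).

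Without serum the log2 fold changes with dTAG were -0.15 for FOS, 0.29 for ATF3 (edgeR adjusted p = 0.134), 0.34 for NR4A1 (adjusted p = 0.0681) and 0.08 for EGR1. ATF3 passed without dTAG-S30 replicate 3 (0.30, adjusted p = 0.0465), and NR4A1 without DMSO-S30 replicate 1 (0.34, adjusted p = 0.0257), dTAG-S0 replicate 3 (0.40, adjusted p = 0.0422) or dTAG-S30 replicate 3 (0.35, adjusted p = 0.0150). The log2 interaction was -0.70 for ATF3 (adjusted p = 0.00604) and -0.17, -0.44 and -0.30 for FOS, NR4A1 and EGR1, of which NR4A1 passed without dTAG-S30 replicate 3 (-0.49, adjusted p = 0.0284). Of the 4 genes, adjusted over the list alone and over all genes tested, 4 and 4 were past the threshold for serum in DMSO-treated cells, 2 and 0 for depletion without serum, 3 and 2 for depletion with serum, and 3 and 1 for the interaction. At an unadjusted p under 0.05 depletion without serum had the same 2, ATF3 and NR4A1. Whether the study chose these genes with the same libraries in view is not stated.

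**Figure D3:**
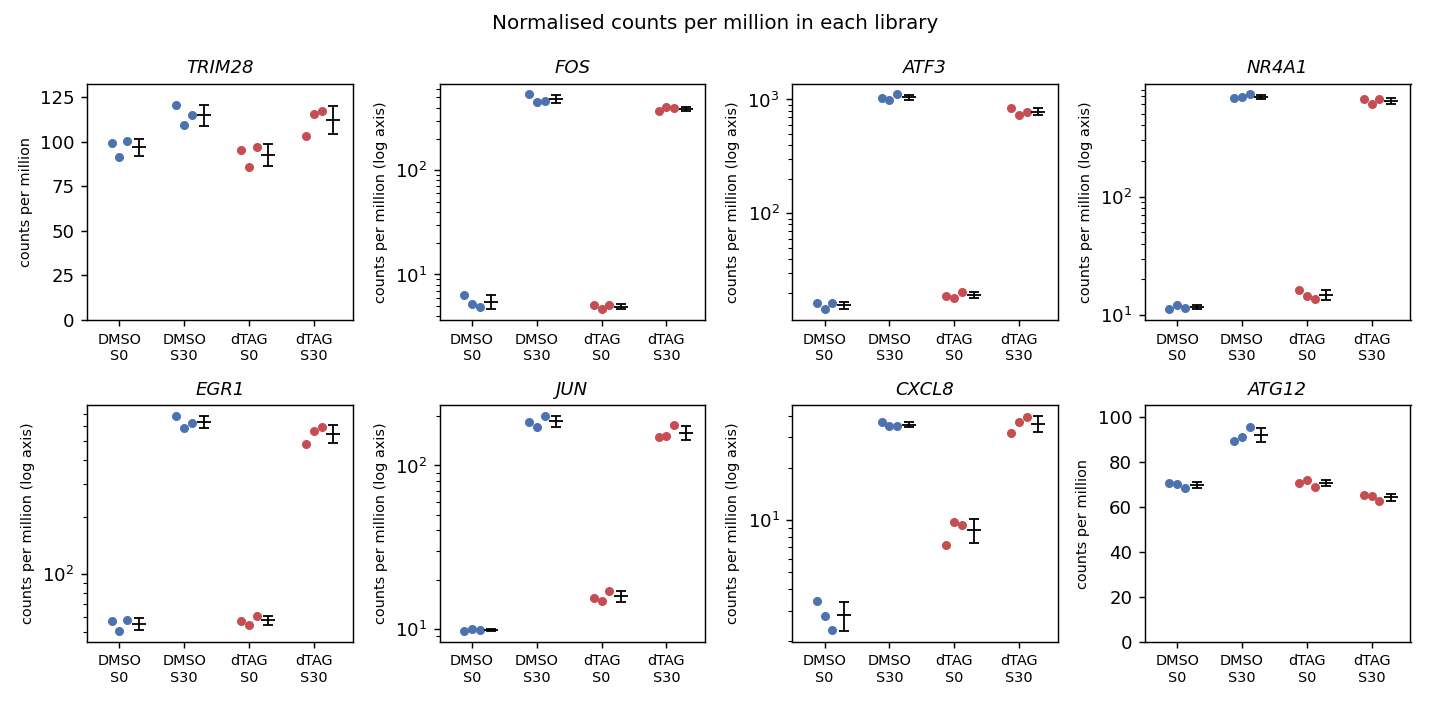
Normalised CPM (y axis, logarithmic except for TRIM28 and ATG12) in each library of the 4 groups (x axis), with points for libraries and black bars for mean ± SD of 3. FOS and ATF3 are lower in dTAG-S30 than in DMSO-S30, CXCL8 and JUN are higher in dTAG-S0 than in DMSO-S0, and TRIM28 overlaps between treatments.

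The ZNF genes were tested as a set because KAP1 is recruited to chromatin by zinc finger proteins and binds their genes. Of 348 tested, 41.4% were higher after depletion without serum and 46.0% with serum, with median log2 fold changes of -0.02 and -0.01. The sets were not past the threshold with camera at the preset correlation (p = 0.210 and 0.209) or the estimated one (p = 0.167 and 0.168), and were with fry (p = 0.0161 and 0.0299). Single genes called were 1 higher and 2 lower without serum and 1 higher and 3 lower with serum. In the mean of the ZNF genes all 3 dTAG libraries lay below all 3 DMSO libraries at both serum levels (mean log2 -0.0181, exact permutation p = 0.005 within serum levels, the smallest possible, adjusted p = 0.00563 over 9 sets). With ERCC library sizes, which move all genes alike, the libraries overlapped (exact permutation p = 0.96) and the first median was 0.0117. The mean of all genes was itself at -0.0144 without serum and -0.00553 with serum. Less the mean of all genes, the ZNF genes were at -0.00261 (SE 0.00211, exact permutation p = 0.2) and -0.0137 (SE 0.00904, exact permutation p = 0.3), both within 2 SE of 0, and so they were under TMM and ERCC scaling. The smallest p these 2 tests can give is 0.1. Adding ZFP, ZSCAN and ZKSCAN symbols (380 genes) gave medians of -0.03 and -0.02.

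Among the sets written after the depletion comparisons had been seen, 19 cholesterol synthesis genes had median log2 fold changes of 0.49 without serum and 0.38 with serum, with 16 and 15 called higher. For 8 fatty acid synthesis genes the medians were 0.35 and 0.40, with 6 and 7 called higher, and 21 of the 27 genes of both sets were called in both comparisons. The 6 HUSH and SETDB1 partner genes (a silencing complex and the histone methyltransferase that act with KAP1) had medians of -0.18 and -0.22, and TASOR, MORC2 and ATF7IP were called lower in both. The 10 p53 targets had medians of -0.22 and -0.19, with DDB2 and RPS27L called lower in both, and 8 unfolded protein response genes had medians of 0.27 and 0.14. In these 5 sets all 3 dTAG libraries lay on 1 side of all 3 DMSO libraries at both serum levels, and an exact permutation test within serum levels gave p = 0.005, the smallest it can give (adjusted p = 0.00563 over 9 sets). For 9 interferon-stimulated genes the medians were 0.03 and -0.19 (exact permutation p = 0.16), and the first was -0.03 without DMSO-S0 replicate 3, -0.01 without dTAG-S0 replicate 2 and -0.03 without dTAG-S0 replicate 3. The fry tests, adjusted over 16 tests, gave at most 6.52e-05 for the lipid, HUSH and p53 sets at either serum level, 0.00380 and 0.0251 for the unfolded protein response, and 0.227 and 0.0251 for the interferon set. With serum the interferon set did not pass without DMSO-S30 replicate 3 (median -0.13) or dTAG-S30 replicate 1 (-0.20), and the unfolded protein response did not without DMSO-S30 replicate 2 (0.18), DMSO-S30 replicate 3 (0.17) or dTAG-S30 replicate 2 (0.16).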

Values the study reported

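The study reported 236 IEGs at the 2-fold level, 69 at the 4-fold level, 34 at the 8-fold level and 16 at the 16-fold level, together with 10,361 non-DE genes. It gave a median decrease of 8 to 17% over these clusters after KAP1 depletion with serum, largest for the most inducible genes.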

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

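The tests of the split of the libraries that gave the most interaction genes were chosen after that split had been seen, and the other tests here were written down before their results.

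The serum effect differed between dTAG-treated and DMSO-treated cells, by the test of the interaction itself, in the 4 IEG clusters as sets. Their median log2 interaction was -0.21 for 2-fold, -0.35 for 4-fold, -0.45 for 8-fold and -0.54 for 16-fold IEGs (limma fry over 12 tests, adjusted p = 0.0443, 0.0443, 0.0192 and 0.0218), with 27 of 28 of the 16-fold IEGs below 0. These calls depend on the settings. None of the 4 passed with ERCC library sizes (adjusted p = 0.0751 to 0.189) or with IEGs selected in dTAG-treated cells (adjusted p = 0.0590 to 0.135), and over the clusters and the alternatives other than single libraries the range was 0.000714 to 0.189. The 8-fold and 16-fold calls were lost without DMSO-S0 replicate 2 (-0.41 and -0.44), DMSO-S0 replicate 3 (-0.45 and -0.45), dTAG-S0 replicate 1 (-0.45 and -0.53) or dTAG-S0 replicate 3 (-0.41 and -0.43). The 2-fold and 4-fold calls were lost in 9 of the 12 fits without 1 library, all but those without DMSO-S30 replicate 2, DMSO-S30 replicate 3 and dTAG-S30 replicate 3, with medians of -0.24 to -0.16 and -0.39 to -0.26 over the 12. Because IEGs were selected on the DMSO libraries, some shrinkage of their response in any other libraries is built in. In 40 simulations without an effect of dTAG the most extreme 16-fold median was -0.18, closer to 0 than the measured one. The same held for the other 3 clusters, whose extremes were -0.06, -0.06 and -0.15. The simulations hold no noise shared by genes of a library, so they do not exclude selection by themselves. The 16-fold median was -0.41 when the control replicate took no part in the selection. That value is on log2 CPM, so its distance from the fitted -0.54 also holds the change of measure. The fitted 16-fold median was also -0.41 when IEGs were selected in dTAG-treated cells, so selection does not account for the whole pattern. How much selection adds is not settled, because leaving out DMSO-S30 replicate 3 under the usual selection also gave -0.41. After a trend with GC content and gene length over all genes was removed the 16-fold median was -0.56, which argues against such a trend as the whole cause. For the 16-fold IEGs 1 of the 100 splits drawn from 200 gave a median as far from 0, the real split itself, and the counts for the 8-fold, 4-fold and 2-fold IEGs were 1, 2 and 5 of 100 splits. A weaker serum stimulus in the dTAG-treated cells could shrink all responses. If so, genes lowered by serum would fall less with dTAG. For this test genes were taken by the serum effect averaged over both treatments (adjusted p under 0.05, at least 1.5-fold), so their numbers differ from those in DMSO-treated cells alone. The 249 genes lowered had a median interaction of 0.0734, in that direction, with a standard error from the libraries of 0.0491, so it was not clear of 0. The 504 genes raised had -0.14. A weaker stimulus would not change levels before serum. There the 8-fold and 16-fold medians with dTAG were 0.23 and 0.26, with no overlap between libraries. They passed with the preset correlation of camera and not with fry. The 16-fold median there was 0.0813 when the control replicate took no part in the selection. That is on log2 CPM, where the usual selection gave a mean of 0.164 over the dTAG libraries. The values before serum therefore do not decide whether the stimulus was weaker. A weaker stimulus and an effect of KAP1 loss on IEGs alone cannot be told apart in these libraries. The falls with serum are too small and too variable between libraries. The paper has other evidence, from Western blots of Elk-1, a factor phosphorylated in response to serum. It reported no major effect of KAP1 depletion on total or serum-induced phosphorylated Elk-1. The paper proposes that differences in such signaling may not explain the lower IEG transcription. An effect of KAP1 loss is the difference the design names and stays open.

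The interaction was also past the threshold for 5 single genes, with log2 values of -1.76 for CXCL8, -0.94 for JUN, -0.70 for ATF3, -0.62 for INSIG1 and -0.54 for ATG12. Leaving out any 1 library called at least 5 of the 5 genes, which argues against a single library. With ERCC library sizes ATF3 (-0.73, adjusted p = 0.0522, in a range of 2.09e-08 to 0.0522 over its alternatives other than single libraries) and ATG12 (-0.57, adjusted p = 0.124, in a range of 2.57e-08 to 0.124) were not called, and the other 3 were. Of the 100 splits, 10 gave as many genes, the real one included, so by this share chance in the grouping is not excluded for the count. Fewer splits had been drawn at first, and the number was raised to 100 after that result had been seen. Of the other 9 such splits, 8 kept the 2 treatments apart in at least 1 serum level (23 such splits were drawn), so they carry the depletion effect common to both levels, and 1 of the 76 splits that mixed both levels gave as many. Mixing puts the depletion effect into the spread within groups, which can lower the counts of those 76 splits. The null simulations called at most 2 genes, but they draw genes independently and do not contain noise shared by genes of a library.

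The split that mixed both levels and gave as many was the one with the most genes, 695, of which 313 were higher. It exchanged DMSO-S0 replicate 3, DMSO-S30 replicates 2 and 3, dTAG-S0 replicate 2 and dTAG-S30 replicates 2 and 3. Across genes its fold changes had a rank correlation of -0.39 with GC content and 0.284 with gene length, and genes are not independent replicates. For the real interaction these were 0.151 and 0.187. They were 0.0447 and -0.196 for depletion without serum, and 0.204 and -0.00116 for depletion with serum. A candidate explanation for the 695 genes is a technical difference between libraries that runs with GC content and gene length. The labels give no batch for it. This split lies across the groups, but smaller trends of this kind also ran along the real comparisons.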

How the results depend on the processing

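Among results that answer a comparison, 367 of the values under other settings (single libraries left out aside) kept their direction and side of the threshold or stayed within the limits for a change, 29 moved, 20 came past the threshold, 22 fell below it and 1 reversed. No alternative and no fit without 1 library reversed an IEG cluster median. Unless a cause is given, the cause was not tested.

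With ERCC library sizes, which carry no factor, serum called 1766 genes in DMSO-treated and 1646 in dTAG-treated cells, depletion 76 genes without and 66 with serum, and the interaction 3. The S30 medians of the 4-fold, 8-fold and 16-fold IEGs were -0.17, -0.24 and -0.28 and no longer past the threshold, as were the interaction medians of -0.22, -0.33, -0.48 and -0.52 for the 4 clusters, FOS at S30 (-0.31) and the ATF3 interaction (-0.73). The ZNF median at S0 reversed to 0.0117, with a shift that all genes share, whose mean went from -0.0144 to 0.0163. TMM scaling brought the 2-fold IEGs at S30 (-0.12), the 8-fold IEGs at S0 (0.22) and NR4A1 at S0 (0.35) past the threshold, and upper-quartile scaling without the factor did so for the 2-fold IEGs at S30 (-0.12) and NR4A1 at S0 (0.34). With 2 spike-in factors the interaction called 9 genes, ATF3 at S0 passed (0.33), and the 4-fold IEGs at S30 (-0.17) and the interaction of 2-fold and 4-fold IEGs (-0.23 and -0.36) did not.

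With no filter beyond 1 count, depletion called 275 genes without and 406 with serum and the interaction 29, and EGR1 at S30 (-0.22), the 2-fold IEGs at S30 (-0.14), NR4A1 at S0 (0.38) and the NR4A1 interaction (-0.49) passed. At least 10 counts in 3 libraries brought NR4A1 at S0 past the threshold (0.34) and took the 2-fold interaction below it (-0.18). A fit on the 6 libraries compared, with fewer libraries and genes, gave 264 and 304 depletion calls, 16 of the 16-fold IEGs, and S30 medians of -0.16, -0.23 and -0.27 for 4-fold, 8-fold and 16-fold IEGs that were not past the threshold. It was not run for the interaction, which needs all 4 groups.

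The edgeR likelihood ratio test, which leaves out the uncertainty of the dispersion, called 287 genes for depletion without serum, 266 with serum and 10 for the interaction, and NR4A1 at S0 passed (0.34). DESeq2 called 257, 298 and 22, and ATF3 (0.30) and NR4A1 (0.35) at S0 and the NR4A1 interaction (-0.47) passed. Fold thresholds lowered counts by construction. At least 1.5-fold left 744 and 651 serum calls and 30 and 22 depletion calls, and at least 2-fold left 343, 297, 5 and 3, with 1 for the interaction.

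IEGs selected in dTAG-treated cells gave interaction medians of -0.16, -0.33, -0.38 and -0.41 and a 4-fold S30 median of -0.20, none past the threshold. IEGs selected on the averaged serum effect gave a 2-fold interaction of -0.19, not past it. Cross-fit selection, which allows no such test, moved the 16-fold IEGs to 0.0813 at S0 and -0.41 for the interaction. Both values are on log2 CPM, so these moves also hold the change from fitted fold changes. Across genes, residuals of libraries with the same replicate number had correlations of -0.153 to 0.139 (median 0.0327) over 18 pairs, 1 above 0.1, so the numbers do not pair the samples. With the number as a block, the S0 medians passed for all 4 clusters (0.10, 0.14, 0.24 and 0.25) and the 2-fold S30 median did too (-0.13). Under the block the S30 medians of the interferon-stimulated genes (-0.21) and the unfolded protein response genes (0.14) were not past the threshold.

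Across the 12 fits that each left out 1 library, depletion called 110 to 295 genes without and 96 to 260 with serum, the interaction 5 to 14, serum 2618 to 4169 in DMSO-treated and 2402 to 4102 in dTAG-treated cells. The IEG clusters held 260 to 295, 80 to 104, 38 to 51 and 20 to 28 genes. Medians at S30 were -0.16 to -0.0914, -0.24 to -0.13, -0.32 to -0.21 and -0.41 to -0.28, at S0 0.06 to 0.12, 0.10 to 0.19, 0.16 to 0.25 and 0.14 to 0.26, and for the interaction -0.24 to -0.16, -0.39 to -0.26, -0.51 to -0.40 and -0.53 to -0.41. At S30 FOS ranged from -0.40 to -0.25, EGR1 from -0.30 to -0.11 and TRIM28 from -0.0932 to 0.0321. At S0 ATF3 ranged from 0.23 to 0.36, NR4A1 from 0.28 to 0.40 and TRIM28 from -0.11 to 0.0023, and the NR4A1 interaction from -0.50 to -0.38. The log2 ratio of ERCC share was -0.0257 to 0.0162 for dTAG and -0.11 to -0.0683 for serum, and the S0 median of interferon-stimulated genes -0.0337 to 0.0475. Of single genes and later sets, 9 further values fell below the threshold without 1 library. With ERCC library sizes C9orf24 (-1.57) and the ATG12 interaction (-0.57) did.

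Depth limits the genes with few counts: the lower bounds of TGFBI and ACTG2 and the falls of PIP5K1B and C9orf24 with serum rest on means of 93.9, 16.9, 13.3 and 12.2 counts over the 12 libraries.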

Other observations

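Chosen after the results were seen were the tests of scaling for the IEG clusters at S30, the gene sets and the direction of serum calls, the test of the ligand against the loss of KAP1, those of the ZNF genes and of the genes called in both depletion comparisons, and the gene sets themselves. The remaining tests were written down before their results.

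IEG clusters were lower after KAP1 depletion with serum. Selection on the control libraries gave 16-fold medians no further from 0 than -0.0792 in 40 simulations, against -0.32 measured. The simulations draw genes independently and hold no noise shared by genes of a library, so this bound alone does not exclude selection. Over the alternatives other than single libraries, other ways to select IEGs included, the 16-fold median was no closer to 0 than -0.27. Removal of a trend with GC content and gene length left -0.32. Other scalings left at least -0.28 and leaving out any 1 library at least -0.28, so these explanations do not account for the whole of the fall. Chance in the grouping stays open: 1 of the 10 splits of the 6 libraries gave a 16-fold median as far from 0, which is the smallest share 10 splits allow, and for the 4-fold cluster it was 2 of 10 splits. The ligand rather than the loss of KAP1 could lower IEGs, and the 2 cannot be told apart, since 0 libraries here came from cells with the ligand and without degradable KAP1.

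Without serum the same clusters were higher after KAP1 depletion. In the simulations the 16-fold median reached 0.14 by selection alone, against 0.26 measured, and after removal of the GC content and gene length trend it was 0.25. Selection may account for part of the rise. The 16-fold median was 0.0813 in the cross-fit selection, on log2 CPM, where the usual selection gave a mean of 0.164 over the dTAG libraries. The 8-fold median was 0.0925 with IEGs selected in dTAG-treated cells, a selection that by construction pulls the values at S0 down. Of the 10 splits of the 6 libraries, 1 gave a 16-fold median as far from 0, and 2 of 10 splits did for the 2-fold cluster, so that chance cannot be told apart from an effect in this design.

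For the number of genes called, 1 of the 10 splits of the 6 libraries gave as many genes, the real one, in each of the 4 comparisons (serum in DMSO-treated cells, serum in dTAG-treated cells, and depletion without and with serum), the smallest share that 10 splits allow. The next largest counts were 0, 0, 0 and 25 genes. A wrong split puts the real effect into the spread within groups of the shared fit, so low counts there are partly built in. When only libraries without serum were exchanged, the untouched depletion comparison with serum fell from 161 calls to between 12 and 111. The shared fit and spike-in factor do not explain the 85 genes called in both depletion comparisons. In separate fits of the 2 serum levels, each with its own factor, 263 and 300 of the genes tested in both were called, and 122 were shared in the same direction, against 6.30 by chance, although genes are not independent replicates. The 2 comparisons use separate libraries at each level, so a repeated effect of the ligand or of KAP1 loss stays open.

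More genes were called lower than higher after serum. This may follow from scaling of the libraries, since 59.8% of calls were higher under TMM scaling, and the shift at issue is a log2 median over all genes of -0.07. The share of ERCC counts was lower with serum (ratio 0.939). The paper states the same mass of input RNA and the same volume of diluted spike-in for each library. The share therefore cannot report RNA per cell, and small differences in the amount of RNA taken stay open.

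The lipid synthesis genes (27) were higher after KAP1 depletion at both serum levels. Over the cholesterol and fatty acid synthesis sets taken separately, the median closest to 0 was 0.37 after removal of the GC content and gene length trend. Under other scalings it was 0.35, so neither accounts for the rise. Among the 200 splits within serum levels, 1 gave a set mean as far from 0, but the set was chosen for its rise, so this count decides nothing. A candidate explanation is stronger activity of the factors that sense sterols, in which INSIG1, also higher in dTAG-S0 (log2 0.77), is a known target. With serum INSIG1 was not called (log2 0.15, edgeR adjusted p = 0.351), which does not speak for this, and the activity of these factors was not tested here. The ligand rather than the loss of KAP1 stays open for the lipid genes as well, since 0 libraries with ligand came from cells without degradable KAP1.

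HUSH and SETDB1 partner genes were lower after depletion, with set medians closest to 0 of -0.17 after removal of the GC content and gene length trend and -0.15 under other scalings. For p53 target genes these were -0.18 and -0.17. In each case 1 of 200 splits gave a set mean as far from 0, and as the sets were chosen after the comparisons were seen, chance cannot be told apart from an effect. These are small changes in few genes, and KAP1 loss may be followed by lower transcript levels of its own silencing partners as a hypothesis for other data.

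Release of ZNF genes from repression as a set would raise them relative to all genes. Without serum 41.4% of the 348 were higher, and the mean of the set less that of all genes was -0.00261 (SE 0.00211), with serum -0.0137 (SE 0.00904), with values within 2 SE of 0 under TMM and ERCC scaling as well. No rise as a set is seen. Release of some members beside a fall in others cannot be told apart from no release, because a mean over members that go both ways does not decide it.

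ATG12 and its neighbour AP3S1, which overlap at their starts on opposite strands, were both lower with serum in dTAG-treated cells, with log2 fold changes of -0.52 and -0.46 (edgeR adjusted p = 4.03e-06 and 8.49e-05). The value closest to 0 under 3 other scalings was -0.45, and both passed the threshold under each, so scaling does not account for it. The log2 interaction of AP3S1 was -0.33 (adjusted p = 0.503, and at least 0.229 under the other scalings). A shared promoter region or reads counted for both genes may link them, and the strand setting of the counts is not given in the methods text.

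The number of 16-fold IEGs here was 28. That is higher than the value quoted from the study above. In a fit on the 6 libraries compared the 4 clusters held 238, 69, 35 and 16 genes, closer to the values quoted from the study. That fit kept only genes with at least 10 counts in each of the 6 libraries. The paper's filter, at least 10 counts in 6 samples, is the same rule if only these libraries were counted. The filter is thus a candidate for the gap, and its effect was not separated from that of the smaller fit.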
